A study of Mus musculus with 6 samples. Its data were reported in "Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells" (2025).

How the data were processed

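CUT&RUN was used to map binding of TAF4A, a subunit of the general transcription factor TFIID, in cultured, proliferating muscle stem cells (MuSCs) from wild-type C57BL/6 mice. In CUT&RUN, permeabilised cells are incubated with an antibody, a fusion of protein A and micrococcal nuclease binds to the antibody, and the DNA released by the nuclease is sequenced. The series holds 3 libraries made with a TAF4A antibody and 3 made with IgG, a control antibody without a target in the cells. Groups and replicate numbers were taken from the sample titles. The same number in a TAF4A and an IgG title pairs those libraries.

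The authors trimmed reads with Trimmomatic 0.39 and aligned them to the mouse genome mm10 (Ensembl 101) with STAR 2.7.9a. Duplicates were removed with Picard 2.25.5, as were spliced, multi-mapping, ribosomal and mitochondrial reads. Peaks were called in each TAF4A library against its IgG library with MACS 2.1.1 at a false discovery rate of 0.05 and then unified into 1 set. Reads per unified peak were counted with featureCounts. The deposited values are counts of reads per peak and TAF4A library. The authors' methods also name DESeq2 1.30.0 for normalisation, but the deposited values are whole numbers, and the scaled library sizes obtained from them were 1.32, 0.724 and 0.957 times their mean, whereas values already normalised over these peaks would give ratios near 1, so they were treated as raw counts. The authors' methods describe annotation with the nearest gene whose start lay within 10000 bases. A gene is listed for 1009 of the 1131 peaks, with the distance from the peak centre to its start, which reaches 10062 bases. Removal of multi-mapping reads lowers counts at genes with near-identical copies. Because a peak called in any 1 library entered the unified set, a peak can have few counts in the others.

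Counts were analysed for the 3 TAF4A libraries. Counts of the IgG libraries were not analysed here. The comparisons planned between TAF4A and IgG (peaks higher or lower with TAF4A, totals over peaks, log2 ratios, peaks above the same-numbered IgG library, and promoter against other peaks as ratios to IgG) were therefore not run, and the enrichment of a peak over background is not given. Counts within the TAF4A libraries took the place of ratios where stated.

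Libraries were scaled with the TMM method of edgeR 4.0.16 in R 4.3.3. A normalised count is the count multiplied by the mean scaled library size and divided by that of its own library. The common dispersion of edgeR gave the biological coefficient of variation. A chi-square test per peak asked whether the 3 counts differed from the scaled library sizes by more than counting noise, with Benjamini-Hochberg adjusted p under 0.05 as threshold. Because many counts are small, the test was repeated with p-values from 20000 multinomial draws per peak. Log2 values used a pseudocount of 1. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and sequence searches used BLAST+ 2.17.0.

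Peaks were annotated with GENCODE release M21 on GRCm38, the build that mm10 names. For all 1009 peaks with a gene, the listed gene ID (900 distinct IDs) was found in that release, and for 998 of these peaks the gene coordinates were the same. A peak was at a promoter if its centre lay within 1000 bases of any annotated transcript start. Other peaks were assigned by their centre, in this order, to a 5′ UTR, a 3′ UTR, another exon, an intron or intergenic sequence. Peak coordinates are given as deposited. Sequences were taken by reading starts as counted from 0, since the narrowest peak then spans 100 bases. Motif coordinates count from 1.

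Motifs for NF-Y (CCAATCA) and SP1 (GGGCGGG) were searched on both strands. Each peak sequence was shuffled 1000 times with its dinucleotide counts kept, and the one-sided empirical p-value is the share of shuffled sets with at least as many peaks with the motif. With 1000 shuffles the smallest p-value is 0.001. Windows of the same width 1000 bases to either side served as another background, tested with the exact McNemar test, with the larger p of the 2 sides. Promoters of protein-coding genes, from 200 bases upstream to 50 bases downstream of the gene start, were compared with 1000 random sets of promoters more than 10000 bases from any peak centre. These sets were matched on 10 bins of GC content and 5 bins of observed over expected CpG. Core promoter elements were searched as TATAWAWR starting at positions -35 to -20, YYANWYY starting at -5 to 3 (initiator, Inr) and RGWYV starting at 25 to 31 (downstream core promoter element, DPE). They were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 3 elements.

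The tests were tested on simulated data. Of 200 peaks of 1131 changed 3-fold in 1 library, 94.5% were recovered, and 7.8% of the calls were unchanged peaks. With no change, 0 of 1131 peaks were called. A simulated coefficient of variation of 0.4 was estimated as 0.409. In random sequences with the NF-Y motif planted in 30% of them, the share found was 30.2%, and 0 of 100 shuffles reached it. Without planting, 16 of 100 shuffles were at least as high.

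Counting error was read from the counts over peaks. The paper lists total reads per library, which were not used here, so low counts over peaks need not mean shallow sequencing. Counts over peaks came to 47723, 24826 and 32128 for TAF4A replicates 1, 2 and 3. At the median count per peak, counting error alone is 19.6%, 25.8% and 22.9% of the count, in that order. Shares carry 95% Wilson intervals. These intervals cover counting error only, and the reads carry no molecular identifiers. With 3 libraries of 1 group, no test between groups was possible.

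Variations of the motif length and of the part of the peak searched were fixed before the data were examined. So were windows 1000 bases away as background, and the promoter distance for the share of peaks at promoters. Genes named in the text were fixed at the same time: Kansl2, Mbd3 and Prmt1, which the study describes as bound by TAF4A, and Mcrs1, Smyd5 and Suv39h2, which it discusses without such binding. The 5 peaks with the highest ratio to IgG, also planned, were replaced by the 5 peaks with the highest mean normalised count. That rule, the other peak of Gt(ROSA)26Sor and the histone genes were chosen after the values were seen. All other variations, including matched promoters, scaling, count filters and leaving out each library, were chosen after seeing the data.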

Results

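To find where TAF4A binds in muscle stem cells, TAF4A CUT&RUN was performed in wild-type MuSCs. The series comprised 6 libraries, 3 with a TAF4A antibody and 3 with IgG. Read counts of the 3 TAF4A libraries over 1131 unified peaks were analysed. The peaks lay on 20 chromosomes, with 114 on chromosome 11, 102 on chromosome 7 and 20 on chromosome X. They were narrow, with a median width of 161 bases (quartiles 117 and 236, range 100 to 766), and covered 214172 bases in all.

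Counts over peaks were low and differed between libraries. TAF4A replicate 1 had 47723 counts over peaks, replicate 2 had 24826 and replicate 3 had 32128. The median count per peak was 26, 15 and 19 in replicates 1, 2 and 3. In replicate 2, 313 peaks (27.7%) had fewer than 10 counts, against 93 (8.22%) in replicate 1 and 155 (13.7%) in replicate 3. In all, 735 peaks had at least 10 counts in every library, and 1086 had at least 3. At the median count, counting error alone was 19.6% of the count in replicate 1, 25.8% in replicate 2 and 22.9% in replicate 3. At single peaks with such counts, differences of this size were not detectable, and larger ones could be missed.

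Next, it was asked how well the 3 libraries agreed peak by peak. Across peaks, which are not independent replicates, log2 normalised counts correlated with Pearson's r of 0.779 between replicates 1 and 2, 0.698 between replicates 1 and 3, and 0.750 between replicates 2 and 3. Spearman's rho was 0.796, 0.727 and 0.777 in the same order. Counts also followed peak width. Log2 count and log2 width correlated with r of 0.828, 0.787 and 0.817 in replicates 1, 2 and 3, and after division by width the mean r between libraries fell from 0.742 to 0.383. Between pairs of libraries, 175 (replicates 1 and 2), 213 (1 and 3) and 184 (2 and 3) of 1131 peaks differed more than 2-fold. The biological coefficient of variation was 0.286, and it was most changed by leaving out scaling between libraries (0.428). At 203 peaks (17.9%) the 3 libraries differed by more than counting noise (chi-square test, adjusted p under 0.05), and multinomial draws called 203 peaks, 202 of them shared. Without scaling 517 peaks passed. Of the 203 peaks, 109 were highest in replicate 1, 43 in replicate 2 and 51 in replicate 3. Each pair of libraries differed by more than sampling noise, and the libraries were counted as 3 samples. The chi-square value per degree of freedom over peaks was 3.75 (replicates 1 and 2), 4.15 (1 and 3) and 2.33 (2 and 3).

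The position of the peaks relative to genes was examined next. A gene ID was listed for 1009 peaks (89.2%, 95% Wilson interval 87.3 to 90.9). These comprised 900 distinct genes, of which 89 had more than 1 peak. A gene symbol was listed for 928 peaks (82.1%), with 808 distinct symbols, and the remaining 81 peaks with a gene ID had none. Some symbols stood for several genes. The symbol H4c1 was listed for 17 peaks that carried 11 different gene IDs. The listed gene had the nearest gene start for 910 of the 1009 peaks, and for the other 99 peaks a gene start of another gene was nearer.

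Most peaks were at promoters. The centre of 928 peaks (82.1%, 95% Wilson interval 79.7 to 84.2) was within 1000 bases of an annotated transcript start. This number equals that of the peaks with a symbol, but the sets differ and share 848 peaks. The share was 94.0% within 10000 bases. Measured with the deposited distance to the listed gene, it was 70.4% (67.7 to 73.0) within 1000 bases and 63.7% (60.9 to 66.5) within 500 bases. Of the other peaks, 97 (8.58%) were intergenic, 92 (8.13%) were in introns, 8 (0.707%) in other exons, 4 (0.354%) in 3′ UTRs and 2 (0.177%) in 5′ UTRs. Among the 796 peaks within 1000 bases of the listed gene's start, 581 (73.0%, 69.8 to 76.0) were centred upstream of it, and the median position was -67.5 bases (quartiles -126 and 7.63).

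**Figure D1:**
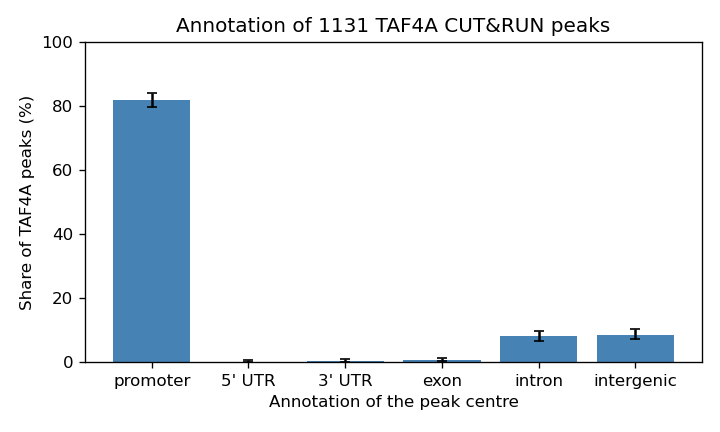
Share of the 1131 TAF4A peaks (y axis, percent) by annotation of the peak centre (x axis), with 95% Wilson intervals as error bars. Promoters hold 82.1% of the peaks, and introns (8.13%) and intergenic sequence (8.58%) hold most of the others.

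Promoter peaks also had more counts for their width than other peaks. In log2 counts per base, the median of the 928 promoter peaks exceeded that of the 203 other peaks by 0.18, 0.28 and 0.32 in replicates 1, 2 and 3, a mean of 0.26 ± 0.07 (SD, n = 3). The difference had the same direction in 3 of 3 libraries and was larger than its spread between them. It was smaller, 0.13, with a pseudocount of 10. Promoter peaks were wider, with a median of 169 bases against 136, and their median GC content was 60.8% against 53.9%.

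Since the study examined NF-Y and SP1 motifs under TAF4A peaks, both were searched in the peak sequences. The NF-Y motif CCAATCA was present in 198 peaks (17.5%, 95% Wilson interval 15.4 to 19.8). In dinucleotide shuffles of the same peaks the share was 1.86% ± 0.42 (SD over 1000 shuffles), a 9.42-fold difference with an empirical p of 0.001, the smallest the shuffles can give. With 1 choice changed at a time, the fold moved most with the shorter motif CCAAT, which was in 45.2% of peaks and 22.7% of shuffles, a 1.99-fold difference. The SP1 motif GGGCGGG was present in 406 peaks (35.9%, 33.2 to 38.7) against 9.67% ± 0.81 of shuffled peaks, a 3.71-fold difference with the same smallest p of 0.001. Adjusting these 2 tests for each other leaves both values at 0.001. In windows of the same width 1000 bases away, the NF-Y motif had a share of 1.86% (exact McNemar p = 2.89e-39) and the SP1 motif a share of 4.02% (p = 8.36e-83). Both motifs were more frequent at promoter peaks than elsewhere. The NF-Y motif was in 19.9% of promoter peaks and 6.40% of other peaks, and the SP1 motif in 41.9% and 8.37%. In total, 84 peaks carried both motifs and 611 carried neither. If the motifs were independent, 71.1 peaks would carry both (odds ratio 1.40, two-sided Fisher's exact test, p = 0.0413). This test accounted neither for width nor for promoters, where both motifs were more frequent. It therefore cannot show that the motifs occur together beyond what these 2 properties give. Peaks with a motif were wider, with a median of 199 bases against 156 for NF-Y and 200 bases against 143 for SP1.

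Promoters were then compared with promoters of like composition. Of 844 protein-coding genes with a peak centre within 1000 bases of the gene start, 22.4% had the NF-Y motif between 200 bases upstream and 50 bases downstream of the start. Promoters without a peak, matched for GC and CpG content, had it in 9.61% ± 0.96 (SD over 1000 draws), and 0 of 1000 draws reached the share of the bound promoters. For SP1 the difference was small, with 48.0% against 42.2% ± 1.47, although 0 of 1000 draws reached it. Hence composition-matched promoters differed 2.33-fold for NF-Y and 1.14-fold for SP1.

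**Figure D2:**
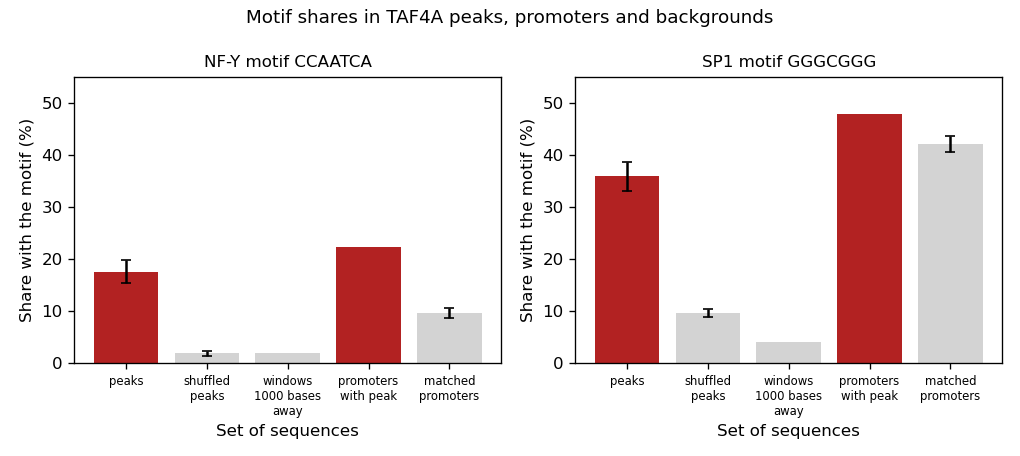
Share of sequences with the NF-Y motif (left) and the SP1 motif (right), in percent on the y axis, in TAF4A peaks, shuffled peaks, windows 1000 bases away, promoters with a peak and matched promoters without a peak. Error bars are the 95% Wilson interval for peaks and the SD over 1000 shuffles or draws; the NF-Y share of 17.5% in peaks stands above the 1.86% of shuffled peaks, while the SP1 shares of promoters with a peak (48.0%) and of matched promoters (42.2%) are close.

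Previous work had linked TAF4A to promoters with a DPE and without a TATA box, and the study asked whether TAF4A peaks prefer any core promoter element. A TATA element was found in 27 of 844 promoters with a peak (3.20%) and in 356 of 21089 other protein-coding promoters (1.69%; odds ratio 1.92, Fisher's exact test, adjusted p = 0.00833). Without histone cluster genes, the odds ratio was 1.67 and no longer past the threshold (adjusted p = 0.0775). The DPE was found in 17.5% of promoters with a peak and 15.2% of the others (odds ratio 1.19, adjusted p = 0.106), and the Inr in 6.75% and 6.32% (odds ratio 1.07, adjusted p = 0.614). Neither of these differences passed the threshold. The DPE and Inr patterns are short and degenerate, and their share expected by chance was not computed. Promoters were also not matched for composition in these tests. The results for DPE and Inr therefore cannot show whether promoters with a peak prefer or lack either element.

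Peaks at the genes that the study named were then inspected. Kansl2 (ENSMUSG00000022992, GRCm38 chromosome 15, 98517658 to 98534264, minus strand) had 1 peak at 98534308 to 98534501, in its promoter, with the centre 140.5 bases from the annotated start. The counts were 35, 26 and 23 in replicates 1, 2 and 3, and the normalised count was 28.8 ± 6.26 (SD, n = 3). This value was at the 66.0th percentile of all peaks. The 193 bases of the peak read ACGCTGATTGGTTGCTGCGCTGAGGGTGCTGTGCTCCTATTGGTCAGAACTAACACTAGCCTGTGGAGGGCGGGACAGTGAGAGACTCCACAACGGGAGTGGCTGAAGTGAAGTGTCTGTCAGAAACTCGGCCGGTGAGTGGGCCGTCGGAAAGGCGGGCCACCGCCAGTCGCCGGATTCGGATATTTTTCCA on the plus strand. It contained an NF-Y motif on the strand of the gene at 98534313 to 98534319, centred 52 bases upstream of the start, and an SP1 motif on the opposite strand at 98534376 to 98534382, centred 115 bases upstream. Outside this NF-Y motif, the printed sequence holds a further ATTGG, which is the shorter motif CCAAT on the strand of the gene.

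**Figure D3:**
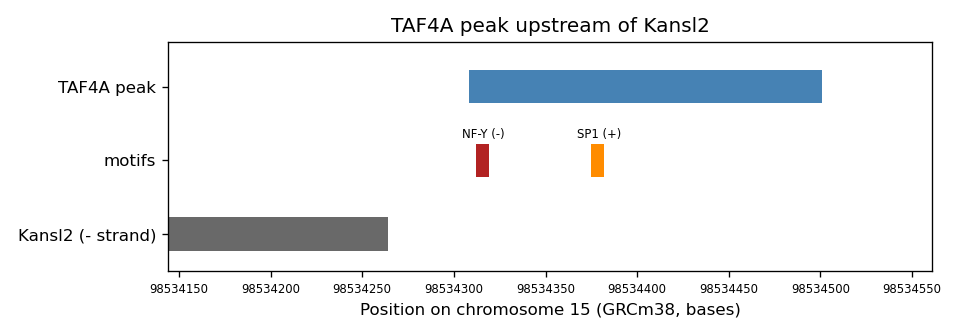
Map of the Kansl2 promoter on chromosome 15 (x axis, GRCm38 position in bases), with the TAF4A peak from 98534308 to 98534501, the NF-Y and SP1 motifs in it with their strands, and the end of the Kansl2 gene at 98534264, where its transcription starts. Both motifs lie inside the peak and upstream of the gene start.

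Mbd3 (ENSMUSG00000035478, chromosome 10) had 1 promoter peak at 80399537 to 80399696 with a normalised count of 28.1 ± 7.13 (SD, n = 3), and it carried both motifs. Prmt1 (ENSMUSG00000109324, chromosome 7) had a promoter peak at 44986403 to 44986511 with a normalised count of 19.6 ± 4.54 (SD, n = 3) and a peak in an intron at 44984488 to 44984628 with 12.9 ± 0.67 (SD, n = 3). Neither Prmt1 peak had the exact motif CCAATCA or GGGCGGG, and results for the shorter motifs are not given for these peaks. The study describes Prmt1 as bound by NF-Y as well, so a missing exact motif does not argue against NF-Y binding. At none of these 4 peaks did the libraries differ by more than counting noise (adjusted chi-square p-values of 0.334 to 0.970). No library had more than 43 counts at any of them, so this result does not show closer agreement than at peaks with more counts. No peak was listed for Mcrs1, Smyd5 or Suv39h2. The nearest peak centre was 140860 bases from the start of Mcrs1 (chromosome 15), 19445 bases from that of Smyd5 (chromosome 6), and further for Suv39h2 (chromosome 2). Binding too weak to give a peak in these libraries cannot be excluded at these genes.

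The 5 peaks with the highest mean normalised count differed in how evenly the libraries contributed. Of the 5, 4 were promoter peaks. The peak listed for Tlcd2 (chromosome 11, 75461178 to 75461643), nearest to the start of Mir22hg, had 213.6 ± 41.9 (SD, n = 3). Atf4 (chromosome 15, 80254872 to 80255481) had 210.2 ± 67.7, Ddx5 (chromosome 11, 106788424 to 106789046) had 192.4 ± 42.6, and Lgals1 (chromosome 15, 78926066 to 78926769) had 180.3 ± 38.6, each with n = 3. The highest mean, 330.4 ± 378.2 (SD, n = 3), belonged to a peak listed for Setd5 at chromosome 6, 113072741 to 113073160, in an intron of Gt(ROSA)26Sor. Its counts were 8, 540 and 229 in replicates 1, 2 and 3, so that the mean does not describe the group. An adjacent peak at 113073674 to 113073789 had 0, 136 and 63 counts. Among the 5 highest peaks, all differed between libraries by more than counting noise.

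**Figure D4:**
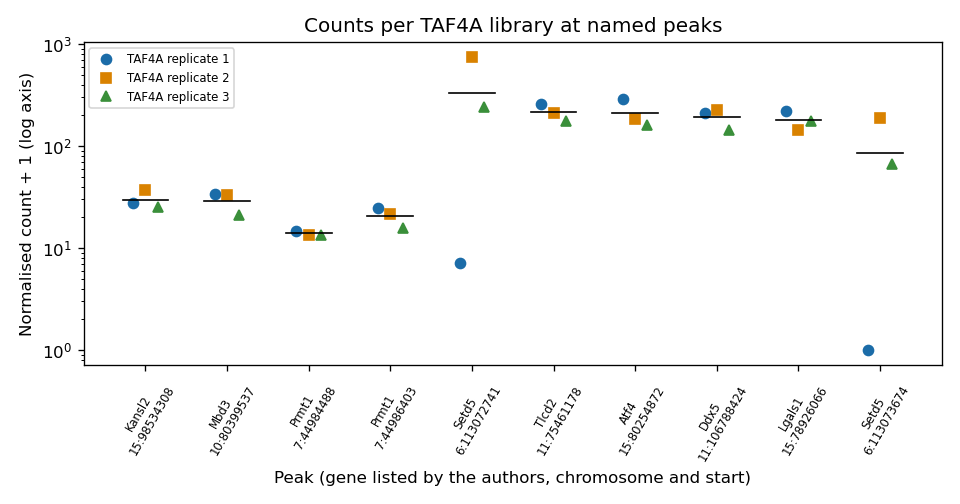
Normalised counts plus 1 (y axis, log scale) in each TAF4A library at the peaks named in the text (x axis, gene listed by the authors with chromosome and start), with the mean as a horizontal line. The libraries lie close together at Kansl2, Mbd3 and Prmt1, whereas both peaks listed for Setd5 are near 0 in replicate 1 and high in replicates 2 and 3.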

Values the study reported

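The study reported 928 gene-annotated TAF4A peaks in wild-type MuSCs. It placed about 58% of them in proximal promoters and 18% in introns. It found 62.87% of TAF4A peaks at SP1 binding motifs.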

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

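No paired analysis was possible because counts of the IgG libraries were not analysed here, so no TAF4A library was set against the IgG library with its number, and no fit with a replicate block was made. For the same reason the variations chosen beforehand for the comparisons with IgG (other scalings, DESeq2, limma, filters, pseudocounts, ratio thresholds and left-out libraries) and the restriction of the shares to peaks above IgG were not run.

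Both motif results kept their direction and their side of the threshold with the shorter motif, in the central 200 bases, against windows 1000 bases away, for peaks with at least 10 counts in every library, without histone cluster genes and against matched promoters. Across these settings, with 1 choice changed at a time, the NF-Y fold ranged from 1.99 with the shorter motif to 10.1 in the central 200 bases, and the SP1 fold from 1.14 against matched promoters to 8.92 against windows 1000 bases away. Combining the shorter motif with matched promoters gave lower folds, 1.53 for NF-Y and 1.09 for SP1. The NF-Y result did not hold for the shorter motif in peaks outside promoters (fold 0.955, one-sided permutation p = 0.676 from 1000 shuffles), although the longer motif was more frequent there than in shuffles (fold 2.68, one-sided permutation p = 0.002). At promoter peaks the fold was 2.24 with the shorter and 11.5 with the longer motif. The share of peaks with a motif ranged from 16.3% to 45.2% for NF-Y and from 33.1% to 47.9% for SP1 under these settings for all or most peaks, and was 6.40% and 8.37% in peaks outside promoters.

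The share of peaks annotated to a gene, 89.2%, became 82.1% when a symbol was required, 94.0% with any M21 transcript start within 10000 bases, and 93.3% for the 735 peaks with at least 10 counts in every library. The share at promoters, 82.1%, became 76.4% within 500 bases, 94.0% within 10000 bases, 70.4% with the deposited distance column and 87.5% for peaks with at least 10 counts in every library. Without histone cluster genes it was 81.8%. The difference of promoter from other peaks, 0.26 in log2 counts per base, became 0.13 with a pseudocount of 10 and 0.48 per peak.

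The mean r between libraries, 0.742, became 0.811 with a pseudocount of 10, 0.822 for peaks with at least 10 counts in every library and 0.383 per base, and ranged from 0.698 to 0.779 when 1 library was left out. The biological coefficient of variation, 0.286, became 0.428 without scaling and 0.217 for peaks with at least 10 counts in every library, and ranged from 0.228 to 0.332 without 1 library. The 203 peaks that differed between libraries became 517 without scaling and 110 at an adjusted p under 0.01, and ranged from 31 to 183 when 1 library was left out, with the lowest number without replicate 1. Replicate 2 had the fewest counts over peaks, with 313 peaks under 10 counts, and whether this limits the number was not tested. The paper lists more total reads for replicate 2 than for replicate 3. It also lists the fewest peaks past its cutoffs of false discovery rate and enrichment for replicate 2. The low counts of replicate 2 thus do not come from the fewest reads. The TATA odds ratio, 1.92, was 1.67 without histone cluster genes, with an adjusted p of 0.0775. The causes of these changes were not tested. At the 10 named peaks, the mean normalised count changed by less than the SD between libraries in all 30 values under another scaling. Leaving out 1 of 3 libraries cannot move a mean by as much as that SD, so it shows nothing about the stability of these means.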

Other observations

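The tests of copy number and counting noise at Gt(ROSA)26Sor and of gene spacing at the histone clusters were chosen only after the results were seen.

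The share of peaks with the SP1 motif here was 35.9%. That is lower than the value quoted from the study above. The share of peaks in introns here was 8.13%. That is also lower than the value quoted from the study. The share of peaks at promoters here was 82.1%, or 70.4% by the deposited distance. Both are higher than the value quoted from the study. Definitions of promoter and motif may differ.

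The adjacent peaks in Gt(ROSA)26Sor on chromosome 6 had 8 and 0 counts in replicate 1, against 540 and 136 in replicate 2 and 229 and 63 in replicate 3. The wider peak was the highest of all peaks in both of the latter libraries. Further copies of the sequence were not found, as each peak sequence had 1 match of at least 90% identity over at least 80% of its length in the chromosomes of GRCm38. Copy number of the whole region was tested with the other 4 peaks within 5 Mb, whose median log2 ratio of replicates 2 and 3 to replicate 1 was -0.0022. That is near the 0.01 of all peaks. As for counting noise, the chi-square test over all 1131 peaks gave adjusted p-values of 1.25e-212 for the wider and 5.67e-52 for the narrower peak, and multinomial draws called both peaks as well. Gt(ROSA)26Sor is a common site for inserting transgenes, and a candidate explanation is extra copies of this sequence from a construct in replicates 2 and 3. The wider peak had normalised counts of 6.07 in replicate 1 against 746 and 239 in replicates 2 and 3. Whether a construct in the cells could give an excess of that size was not examined. The labels give all samples as wild type, and the hypothesis of a construct, a mislabelled sample, and a high signal in the IgG libraries could not be tested with the counts analysed here. Hence the mean over libraries at these peaks, and the listing of Setd5 as a bound gene, call for caution.

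Further peaks rested on 1 library. In replicate 3, 6 peaks had at least 10 counts while both other libraries had under 3, and 0 of the 6 were at promoters. There was 1 such peak in replicate 1 and 0 in replicate 2. No biological explanation was tested. Nor was an effect of the longer reads that the paper lists for replicate 3.

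Differences between libraries, which passed the test at 203 peaks, were set against properties of all 1131 peaks. The Spearman correlation over peaks of the log2 ratio between libraries with GC content was at most -0.223 in size (replicates 1 and 3). That with width was at most 0.155 and that with distance to the start at most 0.208, both for replicates 1 and 3. The values for GC content and width were under the 0.3 set beforehand. They cover all 1131 peaks, most of which did not differ by more than counting noise, which can lower a correlation. They therefore cannot show whether either property accounts for the differences at the 203 peaks. GC-rich peaks were relatively lower in replicate 1 than in replicate 2 and in replicate 2 than in replicate 3. Sequencing did differ, as the paper lists longer reads for replicate 3 than for replicates 1 and 2. Read length therefore cannot be separated from replicate 3, and its effect was not tested. Differences in the cells between libraries remain possible and were not tested. Counts per base of peak correlated between libraries with a mean r of 0.383, against 0.742 for counts per peak and a limit set beforehand of 0.371. By pair, the values were 0.488 (replicates 1 and 2), 0.414 (2 and 3) and 0.247 (1 and 3). Peak widths come from peak calls on these same libraries, so dividing by width can remove shared binding as well, and the test cannot separate an effect of width from shared signal.

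Enrichment of the motifs could reflect the composition of promoters in general. Against promoters matched for GC and CpG content, the fold was 2.33 for NF-Y and 1.14 for SP1. Composition therefore left a clear excess of NF-Y motifs, while the excess of SP1 motifs over matched promoters was small. One hypothesis is that the NF-Y motif marks TAF4A sites beyond promoter composition. The paper proposes that NF-Y recruits TAF4A, with evidence that was not analysed here. It reports that most TAF4A peaks overlap NF-YA peaks, that TAF4A co-precipitates with NF-YA and NF-YB, and that Nf-ya knockdown lowers Kansl2. The share of peaks with the exact motif is thus not the share bound by NF-Y. Matching did not include the activity or accessibility of promoters, which may differ between promoters with and without a peak.

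Histone cluster genes stood out among genes with a peak. Of 67 such protein-coding genes, 47 (70.1%) had a peak centre within 1000 bases of their start, against 797 of 21871 other protein-coding genes (3.64%; odds ratio 62.1, two-sided Fisher's exact test, p = 2.56e-51, with genes in clusters not independent of each other). Because these genes lie close together, 1 peak may count for several of them. When each peak counted only for the nearest gene start, 37 of the 67 genes (55.2%) still had a peak, so spacing explains part of the excess at most. High activity and accessibility of these genes in dividing cells is a candidate explanation that was not tested. The authors' symbols merge several of these genes, so that counts of distinct symbols understate them. Without histone cluster genes, the TATA odds ratio was 1.67, with an unadjusted p of 0.0258 and an adjusted p of 0.0775, so that these genes made up part of the TATA excess, and whether the rest is more than chance cannot be told from these tests.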
